A study of Mus musculus with 6 samples.

How the data were processed

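Gene expression was measured by 3′ mRNA sequencing in 6 libraries of mouse intestinal organoids, which are epithelial cultures grown from intestinal crypt cells. All 6 carried a knockout of Apc, the tumour suppressor that restrains WNT signalling. The labels put 3 libraries in the Apc-knockout group, called control here, and 3 in a group that also overexpressed IGF2BP3, an RNA-binding protein. The second group is called OE-labelled here (OE for overexpression), because the counts of Igf2bp3 itself gave no check of the label. Groups and replicate numbers were taken from the sample titles, and each column of the deposited table was matched to its sample through the library name in the sample description. All columns of values in the table were used.

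Per the labels' protocols, total RNA was extracted on columns with DNase digestion, and libraries were made with a QuantSeq 3′ forward kit, which sequences near the polyadenylated end of a transcript so that a count does not scale with transcript length. The labels and the file header name no aligner, counting program, genome build, annotation or treatment of molecular identifiers, strand and multi-mapping reads. The authors deposited unnormalized estimated counts per gene for 52249 Ensembl mouse genes, with a symbol for each. Of the values, 2843 were fractional (3.1% of the values above 0, in 1034 genes), and 2352 of these had a fractional part of 0.5. They were rounded to whole numbers before any count test, whereas the test had been planned for whole counts. Of the gene identifiers, 51989 (99.5%) were found in GENCODE M21, a GRCm38 annotation that was used for gene type, length, GC content and position. Positions given below are those of GRCm38 and were looked up by gene identifier, since the deposited table holds no coordinates.

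The main comparison was OE-labelled against control over all 6 libraries, fitted without covariates with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Genes were kept by edgeR's filterByExpr, libraries were scaled by TMM factors, and p-values were adjusted by the Benjamini-Hochberg method over the 10687 genes kept. Fold changes are on the log2 scale, and their standard errors are the estimate divided by the square root of the quasi-likelihood F statistic. Expression of single genes is given as TMM-scaled CPM, the count relative to the effective library size. Log2 CPM was used for principal components. Gene lists were tested against all other tested genes with limma's camera (limma 3.58.1, two-sided, inter-gene correlation 0.01), adjusted over 8 lists. The lists were written from general knowledge of the field, with older and current symbols for some genes, and are not published signatures. The labels state no test, so the design was chosen here.

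The groups, the test, the gene lists, the named genes and most processing alternatives were fixed before the data were examined. The naming rule took the Igf2bp and Myc families and Apc; the 5 highest and 5 lowest fold changes among genes with adjusted p below 0.05, average log2 CPM of at least 3 and no overlap between groups, without unnamed gene models; and up to 3 members of each list with the smallest p among those past the threshold. Other genes named were chosen after their values were seen. One gene selected by the rule is not reported here. The alternatives were DESeq2 size factors in edgeR, library totals without TMM, DESeq2 1.42.0, limma-voom, other count filters, equal depth, removal of mitochondrial genes, the replicate number as a block, each library left out in turn, another threshold and limma's fry. Added after the data were seen were unrounded counts, per-library offsets for GC content, exonic length and gene span (loess, span 0.5), protein-coding genes only, removal of an abundant ribosomal RNA gene, a variance per group in limma-voom, and the block together with the GC offset. The block rests on the replicate numbers in the sample titles, which do not say that equal numbers share a culture.

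On simulated counts with the real means and depths and 200 genes changed by 1 log2 unit, the edgeR fit recovered 82.5% of the changed genes when both groups had the same spread and 70% when each had its own, with 5.7% and 3.4% of calls being unchanged genes. With no changed genes and a spread per group, 0 calls were made in any of 5 draws. A simulated GC trend without changed genes gave 3542 calls, and 0 with the GC offset. The size of this trend was set by hand and not matched to these data. The 3542 calls therefore do not measure how many calls the GC trend of these data could give. The offset was fitted to the variable that carried the trend, so the 0 shows only that it removes such a trend. DESeq2 recovered 69.5% of the changed genes at equal spread. Total counts ran from 2180116 to 2519917 per library, so the detection floor of 3 counts lay between 1.18 and 1.41 CPM. Reads without stated molecular identifiers are not independent molecules, so these floors cover counting error only. The library names in the sample descriptions give a separate series for each group, so no comparison of the groups within a series was possible.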

Results

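The study asked how IGF2BP3 acts on Apc-deficient intestinal cells and on MYC. For this comparison, 3′ mRNA sequencing was performed on Apc-knockout mouse intestinal organoids with and without overexpression of IGF2BP3, with 3 libraries per group. Control libraries held 2208781 ± 25316 counts (SD, n = 3) and OE-labelled libraries 2434707 ± 110216 counts (SD, n = 3). A count was recorded for 15311 ± 56 genes per control library and 15165 ± 127 genes per OE-labelled library (SD, n = 3). The number of genes with at least 10 counts was 10531 ± 38 in control and 10698 ± 114 in OE-labelled libraries (SD, n = 3). The ranges of total counts did not overlap, although an exact permutation test of 3 against 3 libraries cannot give a two-sided p below 0.1, and the comparisons were repeated at equal depth. The library names place all control libraries in one series and all OE-labelled libraries in another, so a difference between library batches and a difference between groups cannot be told apart in any comparison below.

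The groups were separated by the first principal component, which carried 56.4% of the variance. Control libraries lay between -27.67 and -24.79 on this axis and OE-labelled libraries between 16.26 and 39.89. The second component, with 20.1% of the variance, spread the OE-labelled libraries from -26.96 (replicate 3) to 26.07 (replicate 1), while the control libraries lay between 2.84 and 6.64. The biological coefficient of variation, estimated separately in each group, was 3.2% among control and 17.1% among OE-labelled libraries. Differences between pairs of control libraries had 1.2 to 1.38 times the variance of counting noise, against 4.7 to 9.03 times for pairs of OE-labelled libraries and 18.83 to 22.78 times for pairs from different groups. The control libraries exceeded counting noise in every pair (chi-square test over 10489 to 10529 genes, highest p = 5.79e-44). This comparison does not separate independent cultures from repeated preparations of one RNA pool, and each library was counted as a replicate because the labels list them as separate samples.

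**Figure D1:**
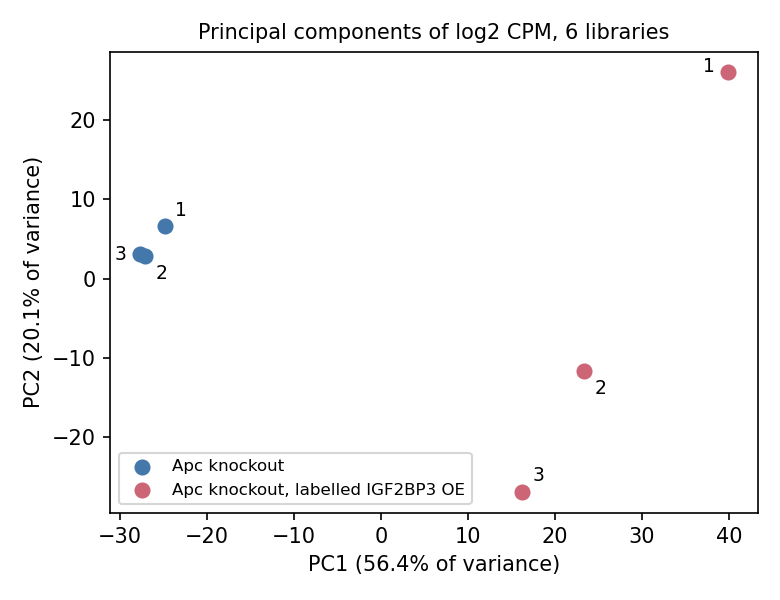
Principal components of log2 CPM for the 6 libraries, with the first component (56.4% of the variance) on the x axis and the second (20.1%) on the y axis; numbers are replicate numbers. The 3 control libraries (blue) sit together between -27.67 and -24.79 on the first component, and the 3 OE-labelled libraries (red) are spread from 16.26 to 39.89.

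The overexpressed gene was examined first, as a check of the labels. Igf2bp3 (ENSMUSG00000029814, minus strand of chromosome 6, 49085223 to 49214957 in GRCm38) had 1, 0 and 0 counts in the control libraries and 1, 0 and 0 counts in the OE-labelled libraries, in replicate order. All values lay under the floor of 3 counts, so no fold change was computed and no overexpression was detectable at this depth. The paralogue Igf2bp1 was counted at 20.1 ± 1.71 CPM in control and 11.38 ± 0.793 CPM in OE-labelled libraries (SD, n = 3), a log2 fold change of -0.82 (SE 0.21, edgeR adjusted p = 0.0111). Igf2bp1 overlaps 1 annotated gene on each strand, so its counts are uncertain. Igf2bp2 was counted at 31.51 ± 2.33 CPM and 21.12 ± 3.59 CPM (SD, n = 3), a log2 fold change of -0.58 (SE 0.18, edgeR adjusted p = 0.0308). The call for Igf2bp1 was lost in 1 of 23 alternatives (highest adjusted p 0.0554). The call for Igf2bp2 was lost in 8 of 23 alternatives, DESeq2's test among them (adjusted p = 0.0787, in a range from 0.00428 to 0.122). With the replicate number as a block the adjusted p was 0.018 for Igf2bp1 and 0.0385 for Igf2bp2 (edgeR). Every direction below is that of the libraries labelled as overexpressing.

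Apc (ENSMUSG00000005871, plus strand of chromosome 18, 34220924 to 34322552 in GRCm38), the gene knocked out in both groups, was counted at 80.36 ± 4.3 CPM in control and 61.99 ± 2.37 CPM in OE-labelled libraries (SD, n = 3). The log2 fold change was -0.37 (SE 0.12, edgeR adjusted p = 0.0323), with 0.0453 as the adjusted p under the replicate block. The call was lost in 10 of 23 alternatives, and under the exonic length offset the change was -0.04 (edgeR adjusted p = 0.846, in a range from 0.00969). Apc overlaps 1 gene on the opposite strand, and the counts do not separate transcripts with the knockout mutation from others. No library without the Apc knockout was analysed here.

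Whether Myc transcript levels followed the IGF2BP3 label was asked next, since the study names MYC expression as the quantity regulated. Myc (ENSMUSG00000022346, plus strand of chromosome 15, 61985391 to 61990374 in GRCm38) was counted at 25.84 ± 5.18 CPM in control and 12.01 ± 8.04 CPM in OE-labelled libraries (SD, n = 3). The log2 fold change was -1.11 (SE 0.39, edgeR adjusted p = 0.0472). The counts rested on 46, 67 and 54 reads in the control libraries and 8, 35 and 45 reads in the OE-labelled libraries, so that the highest OE-labelled value (19 CPM) lay close to the lowest control value (21.2 CPM). With the replicate number as a block the log2 fold change was -1.18 (edgeR adjusted p = 0.0143). The DESeq2 test gave -1.16 with an adjusted p of 0.21, the highest among the alternatives, so the call depended on the test. Leaving out single libraries gave log2 fold changes from -1.58 to -0.71. Mycl fell by 0.85 on the log2 scale (SE 0.26, edgeR adjusted p = 0.0282; 0.0366 with the block), a call lost in 5 of 23 alternatives (adjusted p up to 0.101 with DESeq2). Mycn did not differ between groups (log2 fold change -0.02, SE 0.29, edgeR adjusted p = 0.961; 0.96 with the block).

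**Figure D2:**
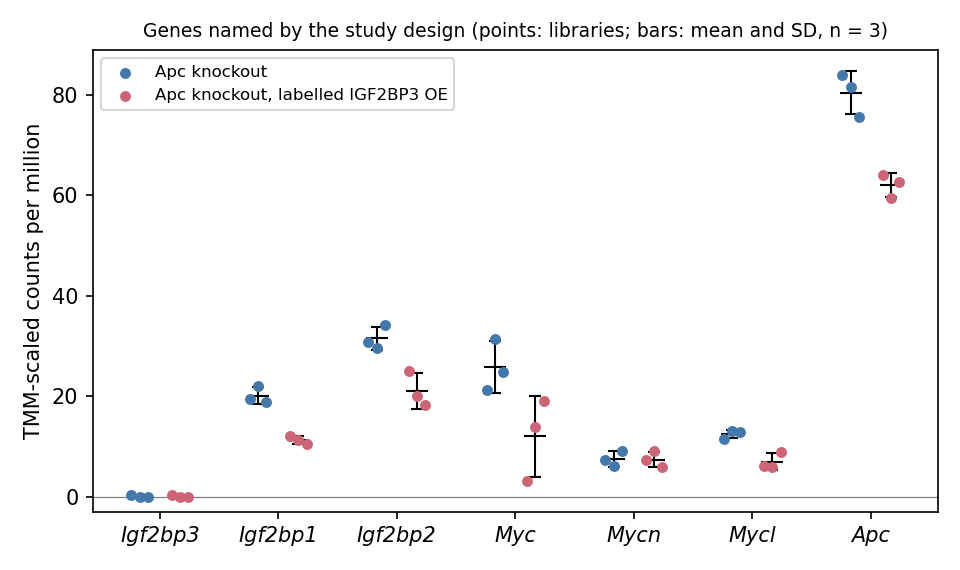
TMM-scaled CPM (y axis) of the Igf2bp and Myc families and Apc in each library; points are the 3 control (blue) and 3 OE-labelled (red) libraries, and bars are the mean and SD. Igf2bp3 is at or near 0 in every library, and the OE-labelled Myc values range from 3.24 to 19 CPM.

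Across the transcriptome, 10687 genes were tested and 3118 (29.2%) differed between the groups with an edgeR adjusted p below 0.05. Of these, 1765 were higher and 1353 lower in OE-labelled libraries. A change of at least 2-fold was found for 575 genes, of which 256 were higher and 319 lower. The median absolute log2 fold change of the 3118 genes was 0.69. The CPM ranges of the groups did not overlap for 45.7% of the tested genes, where chance gives 10%. With the replicate number as a block, 3112 genes passed, 2958 of them shared with the fit without it. Deviations from the group means of equally numbered libraries correlated across genes at 0.1, 0.02 and 0.07 for replicates 1, 2 and 3 (mean 0.06). The mean for unequal numbers was -0.03. Deviations cancel out within each group, so a positive mean for equal numbers makes the other mean negative. The value of -0.03 is therefore no separate evidence on pairing. Of the alternatives at the same threshold, leaving out control replicate 3 moved the count most, to 1748. The split between higher and lower genes depended on the scaling: 56.6% of the calls were higher with TMM, 49.9% with DESeq2 size factors and 63.8% with library totals, while the median log2 fold change of all genes was 0.041, -0.003 and 0.089. Log2 fold change also followed sequence composition across 10263 protein-coding genes, which are not independent replicates, with a Spearman rho of 0.37 with GC content. With a GC offset 2580 genes passed, of which 2097 were shared.

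The large increases selected by the naming rule included those of Wfdc18, Pgap3, Aqp1 and Nmral1. Aqp1, which encodes a water channel, rose from 91.3 ± 3.57 CPM to 361.2 ± 58.7 CPM (SD, n = 3), a log2 fold change of 1.98 (SE 0.13, edgeR adjusted p = 4.68e-06). Wfdc18 rose by 2.31 (SE 0.2, edgeR adjusted p = 2.5e-05). The increases of Pgap3 (2.04) and Nmral1 (1.98) rested on at most 10 counts per control library. Among genes with an average log2 CPM of at least 3 and no overlap between groups, the 5 largest decreases were those of Snord89 (-3.05), Actg1 (-2.75), H1f4 (-2.46), Fam83b (-2.3) and Ost4 (-2.15). Snord89, a small nucleolar RNA inside another gene, fell from 69.96 ± 4.53 CPM to 8.415 ± 2.62 CPM (SD, n = 3, edgeR adjusted p = 4.68e-06). Fam83b fell from 21.62 ± 2.05 CPM to 4.331 ± 1.36 CPM (SD, n = 3, edgeR adjusted p = 0.000153). Actg1 was counted at 20.39 ± 1.68 CPM in control libraries (SD, n = 3); because near-identical copies of this gene can share its reads, its change is uncertain, and the same holds for H1f4 as a member of a multigene family. Snord89, Actg1 and H1f4 each overlap at least 1 annotated gene on their own strand and Ost4 overlaps 1 on the opposite strand, so their counts can include reads of another gene. With the replicate block the adjusted p of these 9 genes ran from 5.14e-06 to 0.00182 (edgeR). All 9 genes kept their direction and passed in every alternative in which they were tested.

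**Figure D3:**
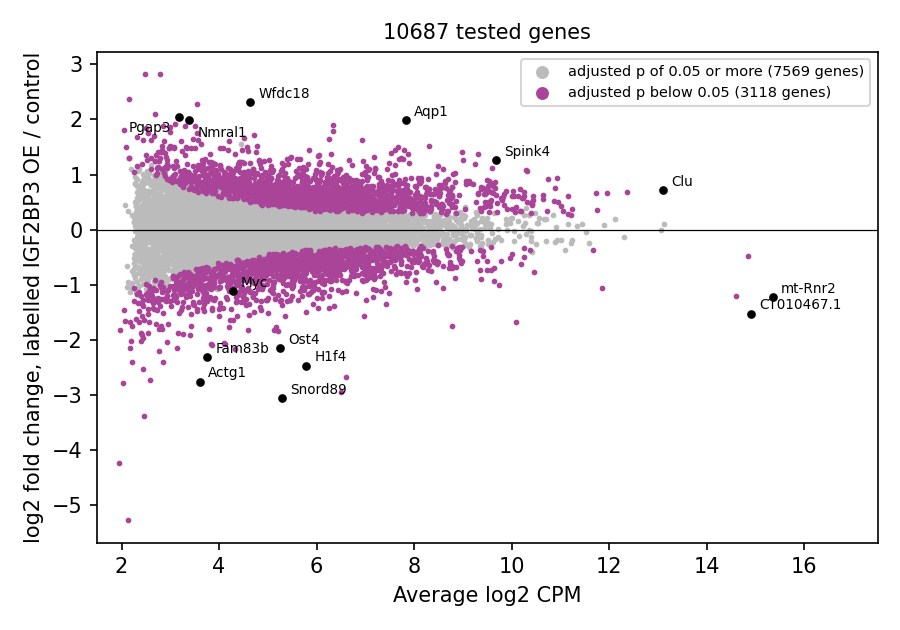
Log2 fold change of OE-labelled over control libraries (y axis) against average log2 CPM (x axis) for the 10687 tested genes; purple points are the 3118 genes with an edgeR adjusted p below 0.05. Named genes are in black, among them Myc at -1.11, Aqp1 at 1.98 and the abundant mt-Rnr2 at -1.23.

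The most abundant transcripts also differed. The large and small mitochondrial ribosomal RNAs, mt-Rnr2 and mt-Rnr1, took 9.11% ± 0.262 of the counts in control and 4.05% ± 0.269 in OE-labelled libraries (SD, n = 3). CT010467.1, annotated as a ribosomal RNA gene, took 4.463% ± 0.22 and 1.603% ± 0.363 (SD, n = 3). The 10 most abundant genes of each library held 20.66% ± 0.11 of the control and 12.74% ± 0.849 of the OE-labelled counts (SD, n = 3). The log2 fold changes were -1.23 for mt-Rnr2 (SE 0.08, edgeR adjusted p = 4.68e-06) and -1.52 for CT010467.1 (SE 0.14, edgeR adjusted p = 3.16e-05). Without the mitochondrial genes and CT010467.1, 3113 genes passed the threshold, 2836 of them shared with the 3118, and 47.9% of them were higher. The mitochondrial ribosomal RNAs have nuclear copies and CT010467.1 overlaps 1 annotated gene on each strand, so their counts are uncertain. These genes were chosen after their values were seen.

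The 8 gene lists were then compared with all other tested genes. Secretory lineage genes were higher in OE-labelled libraries, with a median log2 fold change of 0.9 and 8 of 9 tested genes higher (limma camera adjusted p = 4.76e-05; with the replicate block, median 0.89 and adjusted p = 4.26e-05). Only 9 of the 31 listed genes passed the count filter, and 5 of these were higher and 0 lower at an edgeR adjusted p below 0.05. Among them Spink4 rose from 480.3 ± 13 CPM to 1155 ± 126 CPM (SD, n = 3), a log2 fold change of 1.27 (SE 0.1, edgeR adjusted p = 1.79e-05). Tff3 rose by 1.25 (SE 0.12, edgeR adjusted p = 4.31e-05) and Mmp7 by 1.14 (SE 0.16, edgeR adjusted p = 0.000517). The GC offset gave a median of 0.69, and with the block and the GC offset it was 0.67. Mmp7 overlaps 1 gene on the opposite strand.

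The MYC target list, made up largely of ribosome biogenesis and nucleotide synthesis genes, had a median log2 fold change of 0.09, with 36 of 58 genes higher (limma camera adjusted p = 0.76; with the replicate block, median 0.08 and adjusted p = 0.767). Within the list 13 genes were higher and 10 lower at an edgeR adjusted p below 0.05, and the same numbers passed when adjusted over the list alone. Bop1 rose by 1.27 (SE 0.2, edgeR adjusted p = 0.00078) and Npm1 changed by -0.5 (SE 0.09, edgeR adjusted p = 0.00221). The call for Npm1 was lost with the GC offset (-0.26, edgeR adjusted p = 0.0819) and with the block and GC offset (-0.27, edgeR adjusted p = 0.0763). Bop1 overlaps 2 genes on the opposite strand and Npm1 has near-identical copies, so both are uncertain. The genes listed as IGF2BP3 targets, Myc among them, had a median of -0.48 with 3 of 9 genes higher, which camera did not separate from other genes (adjusted p = 0.265; with the replicate block, 0.202). Of these, 5 were lower and 0 higher at an edgeR adjusted p below 0.05, with the same counts when adjusted over the list. The other 6 lists also gave equal counts under both adjustments. With the GC offset the median of the IGF2BP3 target list was -0.27 (limma camera adjusted p = 0.357). That offset lost the calls for Malat1 (-0.25, edgeR adjusted p = 0.135) and Hmga2 (-0.54, edgeR adjusted p = 0.0649). It kept those for Myc (edgeR adjusted p = 0.0389) and Hnrnpm (edgeR adjusted p = 0.00666). Abcg2, also lower, was not followed in the alternatives.

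The remaining lists did not differ from other genes by limma's camera, which tests for a shift in a shared direction. The median log2 fold change was 0.22 for WNT and stem cell genes (12 of 15 higher, adjusted p = 0.428), 0.15 for enterocyte genes (4 of 7 higher, adjusted p = 0.76) and 0.06 for cell cycle genes (17 of 30 higher, adjusted p = 0.864). It was -0.04 for fetal and regenerative genes (10 of 21 higher, adjusted p = 0.78) and -0.03 for interferon response genes (4 of 9 higher, adjusted p = 0.864). With the replicate block the adjusted p of these 5 lists ran from 0.384 to 0.852. A median near 0 can hide changes in both directions. At an edgeR adjusted p below 0.05, 7 of the 21 fetal and regenerative genes were higher and 6 lower. The numbers higher and lower were 5 and 3 for cell cycle genes and 3 and 0 for WNT and stem cell genes. They were 2 and 2 for enterocyte genes and 2 and 1 for interferon response genes. Single members differed in both directions: Clu rose from 6690 ± 114 CPM to 11050 ± 1590 CPM (SD, n = 3, edgeR adjusted p = 0.000507) and Ly6a by 1.09 on the log2 scale (SE 0.11, edgeR adjusted p = 5.94e-05), while Gja1 changed by -1.37 (SE 0.17, edgeR adjusted p = 0.000241). Apob, with 10, 13 and 16 counts in control and 1, 0 and 1 counts in OE-labelled libraries, was at least 4.94-fold lower (edgeR adjusted p = 0.000532). Sox9 rose by 0.58 (SE 0.11, edgeR adjusted p = 0.00277). With the replicate block the adjusted p of these 5 genes ran from 4.58e-05 to 0.0025 (edgeR). The signs of the cell cycle, enterocyte, fetal and interferon medians changed under some offsets or scalings.

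**Figure D4:**
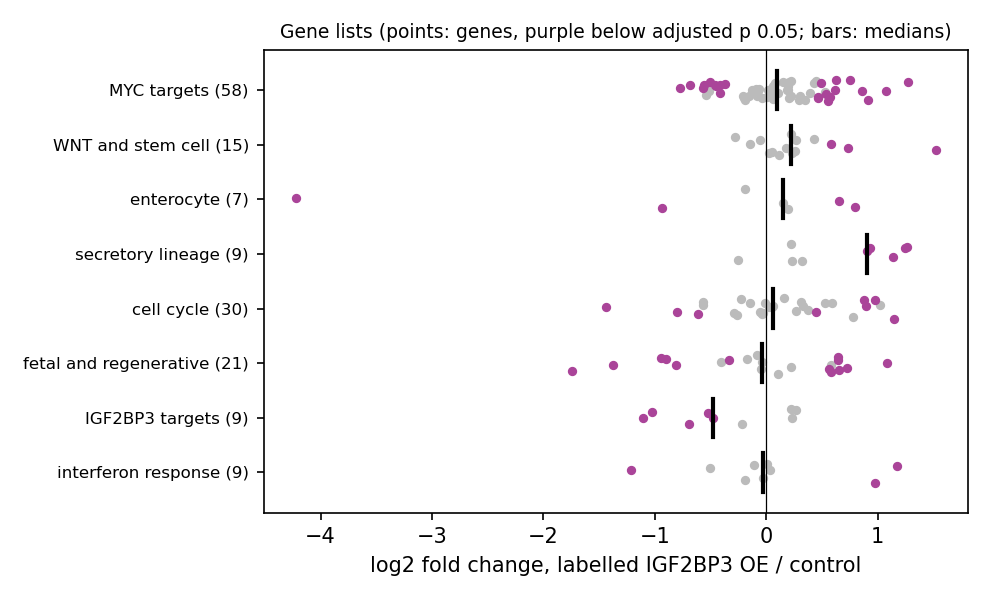
Log2 fold change of OE-labelled over control libraries (x axis) for the tested genes of 8 lists (y axis, number of tested genes in parentheses); purple points have an edgeR adjusted p below 0.05 and black bars are medians. The secretory lineage median lies at 0.9, the MYC target median at 0.09 and the IGF2BP3 target median at -0.48.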

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

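At an adjusted p below 0.01, 1578 genes passed, 944 higher and 634 lower. The DESeq2 test gave 1059 higher genes (2096 in all). The fits that each left out one library gave from 1748 to 3532 genes, from 1033 to 1959 higher and from 715 to 1731 lower; the 3 fits without a control library gave the 3 lowest counts, 1748 to 1893. The count of genes changed at least 2-fold stayed within 1.5 times its value of 575 in every alternative, from 417 to 780. The GC offset gave 2580 genes, of which 2097 were shared with the fit without it, and the replicate block with the GC offset gave 2585, of which 2069 were shared.

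The log2 fold change of Myc was negative in every alternative. It no longer passed with DESeq2's test (-1.16) or with library totals (-1.06), and it ran from -1.58 to -0.71 across the 6 fits that each left out one library, 4 of which did not pass. The adjusted p of Myc ran from 3.5e-05 to 0.21. Only the fit without a count filter gave the value of 3.5e-05. Among the other alternatives the lowest value was 0.00827, reached without OE-labelled replicate 3. No fold change of Igf2bp3 was computed in any alternative, because all 6 libraries lay under the floor of 3 counts.

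The rise of the secretory list passed in all 24 alternatives, with medians from 0.67 to 0.95 and adjusted p from 6.86e-06 to 0.00231. The MYC target list kept a median from 0.02 to 0.16 and did not pass in any alternative. The fry test asks whether a list moves together without comparing it with other genes. With fry, the IGF2BP3 target list passed (adjusted p 0.00459, against a range up to 0.578). Its median of -0.48 is that of the main fit, which fry does not alter. The fry test was run without the GC offset. The WNT and stem cell list passed with fry at 0.22 (adjusted p 0.0227, against a range up to 0.697). Leaving out single libraries lowered the WNT and stem cell median in every fit, to between 0.07 and 0.19.

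Medians near 0 changed sign without passing. The cell cycle median became -0.02 with the gene span offset, -0.004 with protein-coding genes only and -4e-05 without mitochondrial genes and CT010467.1. The enterocyte median became -0.04 with the GC offset, with or without the replicate block, and -0.03 with the length offset; leaving out single libraries gave -0.03 to 0.19. The fetal and regenerative median became 0.12 with the GC offset, with or without the block, 0.04 with the length offset and 0.01 with library totals; leaving out single libraries gave -0.08 to 0.03. The interferon median became 0.01 at equal depth, 0.09 with the GC or length offset, 0.08 with the block and GC offset, 0.02 with library totals and 0.03 without a count filter; leaving out single libraries gave -0.15 to 0.08. Mycn became 0.02 with library totals and ran from -0.22 to 0.14 when single libraries were left out.

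For 42 single genes other than Myc that met the naming rule or were chosen afterwards, 886 of 955 values from alternatives kept direction and call, 66 no longer passed and 3, all of Mycn, changed sign. In 27 of these genes every alternative kept both. The causes of these changes were not tested. Depth limits the genes with few counts: Myc rests on 8 to 67 reads per library.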

Other observations

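The tests of abundant genes, donor sex, small nuclear and nucleolar RNA and S phase, the 3 tests on Igf2bp3, the comparison of control libraries with counting noise and the Myc fits without one OE-labelled library were chosen only after the results were seen.

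Other groupings of the libraries were compared with the real one. Among the 4 splits of the 6 libraries that part all 3 equally numbered pairs, 1 gave as many genes past the threshold, the real split itself, which also follows the library series. The other 3 gave 0 (85 to 160 genes at an unadjusted p below 0.05, against 4407 in the real split). The other 6 splits part 1 pair each; they also gave 0 (84 to 347 at an unadjusted p below 0.05). Every split other than the real one puts libraries of both groups on each side, so the difference between groups widens its spread. Few calls were therefore likely in those splits, and their counts do not measure how many genes pass without a group difference. A design of this size cannot give a share under 0.05. Depth was not sufficient as an explanation, since 3065 genes passed at equal depth, and neither were a few abundant genes, since 3113 passed without the mitochondrial genes and CT010467.1. The 4 Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y summed to 0 counts over all libraries and Xist had between 2052 and 4090 counts in each, so no sex difference between donors was seen. The library series in the sample descriptions follows the group exactly, and a difference between series cannot be told apart from the group.

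Fold change followed sequence composition. Across 10263 protein-coding genes, which are not independent replicates, the log2 fold change had a Spearman rho of 0.37 with GC content, -0.33 with exonic length and -0.28 with gene span. The 2565 genes in the lowest quartile of GC content had a median log2 fold change of -0.21 and those in the highest 0.29. All 9 pairs of libraries from different groups had a rho with GC content from 0.23 to 0.37. Within groups the 6 pairs reached at most 0.19 in absolute value, so variation between replicates did not reach the trend between groups. With each offset applied alone, 2580 genes passed after GC correction, 2741 after length correction and 2776 after gene span correction. No single trend therefore accounts for most calls by number. The offsets were not combined, so what the trends account for together was not tested. The identity of the calls moved more: after the GC offset 1021 of the original 3118 no longer passed and 483 others did. A candidate explanation is a difference in RNA quality, priming or amplification between the library series; a biological change that follows gene structure remains possible, and with series and group coinciding (9 of 9 between-group pairs in one direction) these cannot be told apart. Genes whose call depends on the GC offset deserve a second look first.

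Some RNAs that carry no long poly(A) tail were lower in the OE-labelled libraries, Snord89 and the ribosomal RNAs among them. The 8 tested small nuclear and nucleolar RNA genes had a median log2 fold change of -1.39 (limma camera adjusted p = 2.72e-06 over 5 RNA classes), with 5 of 8 lower. Their median ran from -1.44 to -1.02 under other scalings and offsets. Snord89, which drew attention to this class, is one of them, and without it the remaining 7 had a median of -0.02 with 4 of 7 lower, although camera still separated them from other genes (0.0016, not adjusted). The class is split, with 4 of the 8 genes lower and 1 higher at an edgeR adjusted p below 0.05, so its median moves with any of the lower genes left out and describes it poorly. The trend with gene span (rho -0.28) is consistent with fewer unspliced or intronic reads in the same libraries. Replication-dependent histone genes did not follow as a class: the 5 tested had a median of 0.35 and 3 were higher, although H1f4 was among the strongest decreases. Fewer cells in S phase could have lowered the cell cycle list, which did not fall as a whole (limma camera adjusted p = 0.864, or 0.779 before adjustment). Its median was 0.06, with 17 of 30 genes higher. Its members went both ways, with 5 higher and 3 lower at an edgeR adjusted p below 0.05. The list therefore gave no sign of fewer cells in S phase but does not exclude it. A difference in how much non-polyadenylated or nuclear RNA entered the libraries remains a hypothesis that these tests leave undecided, and a biological cause cannot be told apart from the coinciding library series. Ribosomal protein genes rose together, with a median of 0.27 and 58 of 76 higher (limma camera adjusted p = 2.72e-06), but the median fell to 0.11 with the gene span offset and 0.12 with the length offset. It stayed above 0 under the other scalings and the GC offset; these short transcripts may share in the same trend.

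The absence of Igf2bp3 counts in libraries labelled as overexpressing it was examined further. Depth is an unlikely reason for missing an overexpressed gene of this family, since the lowest count of Igf2bp1 or Igf2bp2 in any library was 25. Reads did not appear to move to a paralogue, as the higher of the log2 fold changes of Igf2bp1 and Igf2bp2 was -0.58. Malsu1 lies on the opposite strand and shares 1529 exonic bases with Igf2bp3, from 49085223 to 49086751 on chromosome 6 in GRCm38, which is the 3′ end of Igf2bp3 and holds 0 coding bases. Malsu1 had a log2 fold change of 0.52 (SE 0.18, edgeR adjusted p = 0.0503), with 224 counts over the control and 367 over the OE-labelled libraries, so reads assigned to Malsu1 cannot be excluded. A candidate explanation that the counts cannot test is an expression construct that lacks the mouse 3′ end or carries the sequence of another species, because 3′ sequencing counts only what lies near the annotated end. A mislabelled sample cannot be excluded from these counts either.

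The control libraries were far more alike than the OE-labelled ones (coefficient of variation 3.2% against 17.1%). They are not one library deposited 3 times in the strict sense, since the most similar pair still had 1.2 times the variance of counting noise, where one library split at random in a simulation gave 0.99. No single OE-labelled library accounted for the spread: leaving out one gave 12.5% to 21.9%. Control libraries made from one culture or RNA pool, and OE-labelled libraries from separate cultures, may be a reason, which the labels neither state nor exclude; the drop from 3118 to between 1748 and 1893 calls when a control library was left out shows how much the count rests on them. A limma-voom fit with a variance per group gave 3201 calls, 3006 of them shared.

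The OE-labelled replicates differed along the first principal component, and one hypothesis was that they carry different amounts of one shared change. The difference of OE-labelled replicates 1 and 3 correlated across genes, which are not independent replicates, with the difference of replicate 2 from the controls at r = 0.17, under the level of 0.2 set in advance. With replicate 1 or replicate 3 in the place of replicate 2, r was 0.198 and -0.003. None of the 3 values exceeded the level, although 0.198 came close to it. For protein-coding genes without histones and after correction for gene span the first value was 0.18; this correction hardly moved r and does not measure the capture of non-polyadenylated RNA, which it therefore leaves open.

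The secretory list did not rest on one gene, since the highest camera p with one of its 9 members left out was 0.000389, nor on GC content alone, since the adjusted p with the GC offset was 0.000181. A shift of the OE-labelled cultures towards secretory cells is a hypothesis for this pattern, with the library series as the untested alternative. Not every member rose: the edgeR adjusted p was 0.545 for Spdef (-0.25) and 0.697 for Muc2 (0.24). It was 0.497 for Clca1 (0.33) and 0.182 for Dclk1 (0.22). The list result therefore rests on part of its members and does not establish such a shift. For Myc, the adjusted p with the gene span offset was 0.0312. Since Myc is a short gene and the trend lowers long genes, that offset could not have removed its fall, and the value does not bear on whether the library series explains it. The highest adjusted p with one OE-labelled library left out was 0.0814, reached without replicate 2, which by the criterion written for this test counts as a result set by one library. That reading was withdrawn after the values were seen, because leaving out any control library also lost the call (0.0806 to 0.174) and leaving out replicate 1, the library with 8 reads, did not (0.0214). Whether one library sets the Myc result cannot be told from these fits.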
